# Gene Expression Profiling of the Sciatic Nerve in Streptozotocin-Induced Diabetic Rats with Peripheral Neuropathy

**DOI:** 10.1155/2020/5283284

**Published:** 2020-05-20

**Authors:** Yiji Tu, Zenggan Chen, Feng Zhang, Zhenglin Di, Junhui Zhang, Li Cai

## Abstract

**Aims:**

To investigate the candidate biomarkers and molecular mechanisms involved in the early phase of experimental diabetic peripheral neuropathy (DPN).

**Methods:**

Diabetes in Sprague-Dawley rats was induced with streptozotocin (STZ) treatment, followed with neurological tests and histological examinations to assess the neuropathic symptoms of DPN. Microarray was performed on the sciatic nerve tissues from control rats and DPN rats at then6th week after diabetes induction, and differentially expressed genes (DEGs) between them were identified and applied for further bioinformatic analyses.

**Results:**

Experimental DPN rats were successfully constructed, presenting significantly decreased withdrawal threshold and motor nerve conduction velocity, and typical histological changes in the sciatic nerve. 597 DEGs (186 up- and 411 downregulated) were identified in DPN rats. DEGs from the 3 most highly connected clusters in the protein-protein interaction network were enriched for biological processes or pathways such as “cell division,” “cell cycle,” “protein phosphorylation,” “chemokine signaling pathway,” “neuropeptide signaling pathway,” “response to drug,” “cellular response to insulin stimulus,” “PPAR signaling pathway,” and “glycerophospholipid metabolism.” Thirteen genes were identified as the hub DEGs in the PPI network. Eleven transcriptional factors (TFs) targeting 9 of the 13 hub DEGs were predicted.

**Conclusions:**

The present study identified a pool of candidate biomarkers such as *Cdk1*, *C3*, *Mapk12*, *Agt*, *Adipoq*, *Cxcl2*, and *Mmp9* and molecular mechanisms which may be involved in the early phase of experimental DPN. The findings provide clues for exploring new strategies for the early diagnosis and treatment of DPN.

## 1. Introduction

Diabetic neuropathy, the most common cause of neuropathy in developed countries, is estimated to affect up to 50% of patients with both type 1 and type 2 diabetes; nevertheless, it is often underdiagnosed and inadequately treated due to its unnoticeable and nonspecific manifestations during its early stages [1]. The most common form of diabetic neuropathy is chronic, distal, and symmetric sensorimotor polyneuropathy, also known as diabetic peripheral neuropathy (DPN). Other less common forms include asymmetric or focal neuropathies such as diabetic amyotrophy, cranial mononeuropathies, truncal radiculopathy, and pressure palsies [2, 3].

Gradual loss of protective sensation in distal extremities is the primary cause of foot ulceration and amputation in patients with DPN. Painful DPN develops in about 20% of diabetes, which can be very distressing and usually leads to sleep deprivation and depression [4]. At the advanced stages of DPN, motor nerve dysfunctions such as wasting of small muscles and limb weakness ensue. With regard to the clinical management of DPN, intensive blood glucose control may prevent its progression, while has little effect on the relief of neuropathic symptoms. American Diabetes Association (ADA) has suggested Duloxetine and Pregabalin as the 1^st^ line drugs and tricyclic compounds (TCAs) and Gabapentin as the 2^nd^ line drugs for the symptomatic relief in DPN patients. Unfortunately, their effects are often less than satisfactory and complicated by adverse events [5, 6].

The pathogenesis of DPN is multifactorial. Hyperglycemia is fundamentally linked to the onset and progression of DPN, regardless of the type of diabetes [7]. Other contributing factors include dyslipidemia, poor glycemic control, advanced age, smoking, heavy alcohol intake, hypertension, long duration of diabetes, and genetic factors [8]. Despite those extensively investigated etiologies, the specific molecular mechanisms contributing to DPN are not completely understood. Over the last decades, the paradigm for mechanism research has shifted from focusing on a single pathway to analyzing the entire biological system. More and more experimental and clinical studies investigating the transcriptional changes in the peripheral nerves of subjects with DPN have been carried out and revealed some promising therapeutic targets for DPN treatment [9–12].

The aim of our current study was to investigate the candidate biomarkers and molecular mechanisms involved in the early phase of experimental DPN via microarray analysis. Firstly, diabetes in rats was induced with streptozotocin (STZ) injection; then neurological tests were performed to assess the neuropathic symptoms of DPN. Histological examinations and microarray were performed on the sciatic nerve tissues from control and DPN rats at the 6th week after diabetes induction as we considered that the pathological changes that occurred at this time-point might better represent the early phase of DPN. Differentially expressed genes (DEGs) between control and DPN rats were identified and applied for further bioinformatic analyses, including the enrichment of biological processes or pathways, identification of hub DEGs, and prediction of potential transcriptional factors (TFs).

## 2. Materials and Methods

### 2.1. Animals and Groups

All animal experiments were carried out with the permission of the Animal Care Committee of Fudan University. Sixty adult male Sprague-Dawley rats (initial weight 250-300 g, from the Department of Laboratory Animal Science of Fudan University) were randomly assigned into two groups: control group (*n* = 30) and experimental group (*n* = 30). Diabetes in experimental group was induced with a single intraperitoneal injection of STZ (55 mg/kg). Rats in the control group were performed with a single intraperitoneal injection of 0.9% saline solution. Glucose level was evaluated using Sannuo strips on tail vein blood at day 3 after STZ injection and verified again at day 7 after STZ treatment. Only rats with blood glucose level ≥ 16.7 mmol/L were considered diabetic. The study workflow is shown in Figure 1.

### 2.2. Assessment of Neurological Deficits and Histological Changes

Pain threshold and motor nerve conduction velocity (MNCV) were measured at different time-points to assess the dynamics of neurological deficits during the course of diabetes. Pain threshold was measured in the right paw of rats with a set of von Frey filaments (North Coast Medical Inc., America), according to the methods described by Rojewska et al. [13]. After that, MNCV was measured in the right sciatic nerve of rats according to the protocols provided by O'Brien et al. [11].

Six weeks after the diabetes induction, 3 control rats and 3 diabetic rats were sacrificed and the right sciatic nerves (about 1 cm long) were harvested for histologic examination and morphometry analysis. Samples were fixed and cut into semithin (1 *μ*m) sections for hematoxylin-eosin (HE) staining and toluidine blue (TB) staining according to the provided protocols. Suitable areas from the semithin sections were chosen and cut into ultrathin (80 nm) sections for transmission electron microscopy according to the provided methods. Histological changes of the sciatic nerve were examined by optical microscopy (Olympus-DP71, Olympus, Japan) and transmission electron microscopy (Hitachi-7500, Hitachi, Japan).

### 2.3. Microarray Hybridization and Identification of DEGs

Six weeks after diabetes induction, 3 control rats and 3 diabetic rats were sacrificed and total RNA was extracted from the right sciatic nerves. Microarray hybridization was then performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technologies). Pearson's correlation analysis was used to assess the correlation between samples by using R version 3.6.3 (https://www.r-project.org/). Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies). The univariate *t*-test with a fold change ≥ 2 and *P* value < 0.001 were applied to identify the DEGs between control rats and diabetic rats.

### 2.4. Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Credibility of the microarray data was validated through qRT-PCR on 4 genes. Six weeks after diabetes induction, another 3 control rats and 3 diabetic rats were sacrificed and total RNA was extracted from the right sciatic nerves. Double-stranded cDNA was synthesized using a PrimeScript RT Reagent Kit (TaKaRa Biotechnology, Dalian, China) according to the manufacturer's instructions. LightCycler 480 SYBR Green I Master mix (Roche, Mannheim, Germany) was used for real-time PCR. *Gapdh* was used as the endogenous reference gene, and the 2^-*ΔΔ*CT^ method was used to quantify the relative expression level of each gene. The primer sequences, melting temperatures, and products sizes for selected genes are shown in Table 1.

### 2.5. Gene Ontology and Kyoto Encyclopedia of Genes and Genome Pathway Analyses

Functional annotation clustering of the DEGs was performed based on the Database for Annotation, Visualization, and Integrated Discovery (DAVID v6.8, https://david.abcc.ncifcrf.gov/). Biological process (BP), cellular component (CC), and molecular function (MF) items were represented via Gene ontology (GO), and pathway items were represented via Kyoto Encyclopedia of Genes and Genomes (KEGG). Only the GO items and KEGG pathways with a Benjamini-corrected *P* < 0.05 were considered statistically significant.

### 2.6. Module Analysis, Hub DEGs, and Master TFs

Protein-protein interaction (PPI) network for the up- and downregulated DEGs was constructed using the search tool for the retrieval of interacting gene/protein (STRING, v11.0, http://string.embl.de/) online database with the minimum required interaction score > 0.700 (high confidence). Cytoscape (v3.7.2, http://www.cytoscape.org/), an open source bioinformatics software platform, was used to visualize the PPI networks. In the network, the node represents a protein, and the line between nodes represents the interaction between proteins. The disconnected nodes in the network were hidden.

Module analysis on the PPI network was performed using the molecular complex detection (MCODE) plugin in Cytoscape under the parameters which include loops: false, degree cutoff: 2, node score cutoff: 0.2, haircut: true, fluff: false, K-Core: 2, and max. depth from seed: 100. In addition, the module analysis results were further analyzed for GO (BP) and KEGG pathway enrichment, and a Benjamini-corrected *P* < 0.05 was considered statistically significant. The CytoHubba plugin in Cytoscape was used to calculate the connectivity degree of each node in the PPI network. Nodes with higher connectivity degree tend to be more essential in maintaining the stability of the entire network. Hub genes were identified based on the connectivity degree of nodes in the PPI network.

The master TFs of hub DEGs were predicted using the iRegulon plugin in Cytoscape. By using this plugin, information from multiple TF databases such as Transfac, Jaspar, and Homer was retrieved and TF-binding motif enrichment analysis was performed to predict the TFs of a certain gene. The criteria for motif enrichment analysis were set as identity between orthologous genes ≥ 0.05, FDR on motif similarity ≤ 0.001, and normalized enrichment score (NES) > 5.

### 2.7. Statistical Analysis

Statistical analyses were performed using GraphPad Prism Software (version 8.2.1). All data were presented as the mean ± SD. The groups were analyzed using one-way or two-way analysis of variance (ANOVA), and individual groups were compared with Student's *t*-test. The criterion for statistical significance was *P* < 0.05.

## 3. Results

### 3.1. Neurological Tests and Histological Examinations

There were no significant differences in the withdrawal threshold and MNCV between control and diabetic rats within 6 weeks since diabetes induction, while since the 6th week after diabetes induction, the withdrawal threshold of diabetic rats (19.87 ± 1.64 g) was significantly lower than that of control rats (26.13 ± 1.78 g) (Figure 2(a)). Consistently, the MNCV of diabetic rats (47.35 ± 2.74 m/s) was significantly lower than that of control rats (56.53 ± 4.52 m/s) 6 weeks after diabetes induction (Figure 2(b)).

Under a light microscope, HE and TB staining of the sciatic nerve from control rats presented normal morphology of myelinated nerve fibers. However, loosely arranged nerve fibers and loss of myelinated nerve fibers were observed in the sciatic nerve of diabetic rats. Under a transmission electron microscope, numerous myelinated fibers with disproportionately thin, split, or ballooned myelin sheaths were observed in the sciatic nerve of diabetic rats (Figure 2(c)).

### 3.2. DEGs and Validation through qRT-PCR

Correlation plot showed strong correlation between samples within each group (Supplemental Figure 1). 

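The transcriptome was measured in the right sciatic nerve of 3 control rats and 3 diabetic rats, 6 weeks after diabetes was induced with streptozotocin (55 mg per kg), a toxin of the insulin-producing cells. RNA from each rat was labelled with a single dye and hybridised to its own array. The authors deposited the scanner output of each array, with background-corrected spot intensities, and a table of log2 values that they had quantile normalized between arrays. Each array carried 42877 spots besides the control spots, from 30367 probes, of which 1390 were printed 10 times each. The median spot intensity was 101, 90.3 and 78.7 on the control arrays and 65.1, 66.0 and 35.9 on the diabetic arrays. On the control arrays, 77.3%, 71.2% and 71.7% of the probes were well above background. For the diabetic arrays the shares were 68.0%, 70.9% and 56.4%, the lowest being replicate 3, and no spot was saturated on any array. Arrays with the same scan time were taken to share a slide. By this inference, the 3 control arrays and diabetic replicate 1 lay on a first slide, and diabetic replicates 2 and 3 on another. Starting from the scanner output, processed intensities were set to a floor of 1, log2-transformed and quantile normalized. Probes well above background on at least 3 of the 6 arrays were kept, and each gene was read through its brightest probe. Control and diabetic rats were compared with limma, and genes were counted as called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Under an alternative setting, a named gene kept or lost its call by the adjusted p alone. A gene not well above background on any array of a group was given a bound in place of a fold change. Its brighter group's mean was set against the dimmer group's mean of, on each array, the lowest signal well above background or the probe's own signal, whichever was higher. Each bound holds for this processing, and alternative settings gave smaller folds for some genes. Means are followed by the SD over 3 rats, and this number of arrays limits the precision of every value.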

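Across the 19586 genes tested, the Pearson correlation of the log2 values lay between 0.988 and 0.994 for the 3 pairs of control arrays, with a mean of 0.992. For the 3 pairs of diabetic arrays it lay between 0.962 and 0.982, with a mean of 0.970, so the diabetic arrays differed more from each other than the control arrays did. The 9 pairs of a control and a diabetic array gave 0.942 to 0.963, with a mean of 0.951. The mean within groups exceeded the mean between groups by 0.0304, the largest such difference among the 10 ways to split the arrays into 3 and 3 (exact permutation test, p = 0.1, the smallest p that 3 rats against 3 allow). These correlations run across genes, which are not independent replicates.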

23806 gene IDs and their expression values were obtained after probe ID transformation and expression summarization.  

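The probes of the array carried 26913 different identifiers. Accessions of 18005 probes matched a table of rat genes of the GRCr8 assembly, which was used for names, and the other probes kept the identifier of the array's design. Of all probes, 21850 were well above background on at least 3 arrays, and 25 of these were left out because a flagged spot left no value on some array. The remaining probes gave 19586 genes with an expression value on every array, 11566 of them named through the table. Several probes passed the filter for 2055 of the genes. Of the 1354 genes with several probes well above background on all arrays, 253 had a probe that changed at least 2-fold, and in 46 of these another probe changed by less than 0.25 on the log2 scale.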

Figure 3(a) shows the heat map of detected genes from all samples. 

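Hierarchical clustering of the 6 arrays over the tested genes separated the control rats from the diabetic rats at the first branch, with a distance of 1 minus Pearson's r and with the Euclidean distance. Within the diabetic rats, replicates 1 and 2 joined before replicate 3. The first principal component held 59.7% of the variance and separated the groups. The second held 22.7% and set diabetic replicate 3 (a score of -70.9) apart from diabetic replicates 1 and 2 (25.3 and 42.4), against -4.45, the lowest score of a control array.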

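Before normalization, the median log2 intensity of the probes lay between 6.30 and 6.66 on the control arrays and was 6.02, 6.05 and 5.17 on the diabetic arrays. After quantile normalization of the spots and averaging of the spots of a probe, the 6 medians lay between 4.99 and 5.10, and the 75th percentiles between 8.04 and 8.13. In the authors' deposited values the medians were 5.29 on all 6 arrays. Their 25th percentile was 2.56 for diabetic replicate 3 and 3.09 for the other arrays. Normalization makes the distributions alike and leaves the lower signal over background of the dimmest array as it was.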

The box plot of the intensity of all samples demonstrated that the expression values of each sample were close to the same after normalization (Figure 3(b)). After gene screening (fold change ≥ 2 and *P* < 0.001), a total of 597 DEGs (186 up- and 411 downregulated genes) were identified between groups (Figure 3(c)). 

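With limma and the thresholds of the study, 1440 genes passed, 679 of them higher and 761 lower in diabetic rats. The methods' t-test on the same values passed 606 genes at these thresholds (242 higher, 364 lower), all of them among the 1440. After Benjamini-Hochberg adjustment and with a fold change of at least 2, limma called 2546 genes (1277 higher, 1269 lower) and the methods' t-test 1769 (856 higher, 913 lower). In 222 of the 2546 genes a group was not well above background on any array. The groups did not overlap in 9850 of the genes tested, or 50.3%, where chance gives 10%. Of the alternatives, dropping the assumption of equal variances from the methods' t-test moved the count at the study's thresholds most, to 289 genes, and took the call from 28 of the named results. The diabetic arrays spanned both slides. With the slide as a block, which rests the comparison on diabetic replicate 1 and the controls of its slide, 894 genes were called after adjustment and 500 at the study's thresholds. Without control replicate 1 the counts were 1518 and 685. From the genes past its thresholds the paper built a network of interacting proteins, and it identified hub genes by their connectivity, separately in module 1 of that network and among the remaining genes.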

Supplemental Table 1 shows the complete list of DEGs.  

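Of the 20 genes with the largest reported fold changes, 19 were matched by accession and Eltd1 by its name, and 19 had a log2 fold change in the reported direction. These 19 include Notch1, whose log2 fold change of 0.00053 is no change. Limma called the other 18 at a Benjamini-Hochberg adjusted p under 0.05. Mmp12 rose from 2.05 ± 0.09 to 8.78 ± 0.69 (log2 values, SD, n = 3 rats), which is at least 64.6-fold higher because no control array was well above background (limma, Benjamini-Hochberg adjusted p = 0.000779). Ucn2 had a log2 fold change of 5.52 with 2 of the 3 control arrays well above background, and its other probe went from a mean of 4.31 to 5.80. Higher levels were also measured for C3 (4.36), Scn3b (3.70) and Cthrc1 (3.67), each with all arrays well above background. Atp6v0d2 rose by 3.86 with 1 control array well above background, and Tagln3 was at least 10.3-fold higher. Notch1, read through its brightest probe, stood at 10.11 ± 0.37 in control and 10.11 ± 0.15 in diabetic rats (SD, n = 3), and its dimmer probe rose by 3.78. Eltd1 (NM_022294, named Adgrl4 in the table of genes) fell by 0.29 (limma, Benjamini-Hochberg adjusted p = 0.151), and its groups overlapped. Among the genes reported as lower, Hapln2 fell by 3.16, and the log2 fold changes of Lpl, Cdo1 and Pmp2 were -3.07, -3.02 and -2.78. Col9a2 fell by 2.97. Lrp2, with 2 diabetic arrays well above background, fell by 2.95 through its brighter probe. The other Lrp2 probe fell by 1.37. Hist1h4b fell by 2.89 through its brightest probe and by 0.08 through another. Efhd1 fell by 3.09, with 1 diabetic array well above background, and with the slide as a block limma's Benjamini-Hochberg adjusted p for it was 0.0782, where all alternatives gave between 0.00181 and 0.119. Dbh was at least 3.11-fold lower. Normexp background correction gave folds under the bounds, at 6.12 for Mmp12, 1.81 for Tagln3 and 1.46 for Dbh. The methods' t-test without equal variances did not call C3, Scn3b, Lpl, Dbh or Efhd1.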

Table 2 shows the top 10 up- and downregulated DEGs based on fold change, respectively.

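The genes Mmp9, Mapk12, Agt and Adipoq were each read through a single probe. Mmp9 (NM_031055) was not well above background on any control array and was so on 2 of the 3 diabetic arrays, so it did not pass the filter. Without the filter its adjusted p was 0.00814 (limma, Benjamini-Hochberg). Its log2 value was 1.93 ± 0.51 in control and 4.63 ± 0.41 in diabetic rats (SD, n = 3), a level at least 3.65-fold higher. The probe of Mapk12 (NM_021746) stood at 4.02 ± 0.30 in control rats and 2.98 ± 0.66 in diabetic rats, of which 1 array was well above background. It fell by 1.04 on the log2 scale (standard error 0.35, limma, Benjamini-Hochberg adjusted p = 0.0684). Agt (NM_134432) went from 11.62 ± 0.16 to 9.49 ± 0.16, a log2 fold change of -2.13 (standard error 0.14, limma, Benjamini-Hochberg adjusted p = 0.00112). Adipoq (NM_144744) went from 15.16 ± 0.33 to 13.42 ± 0.09, a log2 fold change of -1.74 (standard error 0.19, limma, Benjamini-Hochberg adjusted p = 0.00302). For Agt and Adipoq every diabetic rat lay below every control rat.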

Four specific genes including 2 upregulated genes (*Mmp9* and *Mapk12*) and 2 downregulated genes (*Agt* and *Adipoq*) were selected for qRT-PCR validation in consideration of their potentially important roles in the pathogenesis of experimental DPN. Compared with control rats, the gene expression levels of *Mmp9* and *Mapk12* were significantly increased in diabetic rats, with a fold change of 2.31 and 2.16, respectively. The gene expression levels of *Agt* and *Adipoq* were significant decreased in diabetic rats compared with control rats, with a fold change of 0.43 and 0.23, respectively. The qRT-PCR results reflected comparable profiles, validating the credibility of the microarray data (Figure 4). Our raw expression data have been submitted to the GEO database and can be obtained via the accession number GSE147732.

### 3.3. GO Items and KEGG Pathways

The 186 up- and 411 downregulated DEGs were combined for functional annotation clustering based on the DAVID online tool. As a result, 4 BP items (“response to drug,” “positive regulation of cell proliferation,” “fatty acid metabolic process,” and “organ regeneration”), 10 CC items (“extracellular space,” “extracellular exosome,” “endoplasmic reticulum membrane,” “endoplasmic reticulum,” “cell surface,” “cytoplasm,” “perinuclear region of cytoplasm,” “membrane,” “condensed chromosome kinetochore,” and “proteinaceous extracellular matrix”), 1 MF item (“protein homodimerization activity”), and 2 KEGG items (“glycerolipid metabolism” and “metabolic pathways”) were presented (Figure 5).

### 3.4. Module Analysis, Identification of Hub DEGs, and Prediction of TFs

PPI networks for the 597 DEGs were constructed using the STRING and visualized using the Cytoscape. A total of 248 nodes and 783 edges were presented in the PPI network based on those up- and downregulated DEGs (Figure 6). With the criteria of minimum node number > 10 and cluster score ≥ 3, 3 most highly connected clusters were extracted from the PPI network through MCODE analysis (Figure 7). DEGs in module 1 were all upregulated while those in module 3 were all downregulated. 

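Of the 13 genes of module 1 in Table 3, 10 were tested here, and Ncaph, Bub1b and Ncapg were not analysed. All 10 were higher in diabetic rats and called by limma after Benjamini-Hochberg adjustment. Apart from Pbk, which has a bound, their log2 fold changes lay between 1.16 (Bub1) and 3.21 (Rrm2). Nuf2 had a log2 fold change of 2.27, Ttk 2.19, Nusap1 1.87, Spag5 1.53 and Spdl1 1.28. Pbk was not well above background on any control array and was at least 4.47-fold higher. All 10 genes of module 3 were lower and called by the same test. Apart from Pemt and Lpin1, which have bounds, their log2 fold changes lay between -3.07 (Lpl) and -1.23 (Lpcat3, with 2 diabetic arrays well above background). The log2 fold change was -2.15 for CD36, -2.14 for RGD1565355 (named Cd36l1 in the table of genes), -2.06 for Pparg, -2.06 for Fabp4 and -1.47 for Cept1. Pemt was at least 1.30-fold lower and Lpin1 at least 1.74-fold lower, since neither was well above background on any diabetic array. Alternative settings gave changes under these bounds. The smallest log2 fold changes were 0.49 for Pbk, -0.17 for Pemt and -0.16 for Lpin1. With the slide as a block, limma's Benjamini-Hochberg adjusted p rose to 0.216 for Pemt, 0.0606 for Lpin1 and 0.0528 for Cept1. Over all alternatives it lay between 0.00208 and 0.216 for Pemt, between 0.00537 and 0.117 for Lpin1, and between 0.00194 and 0.0528 for Cept1. Pemt also lost its call without control replicate 1, 2 or 3 (limma, Benjamini-Hochberg adjusted p = 0.0915, 0.0764 and 0.0860), and Lpin1 without control replicate 1 (0.0504) and with normexp background correction (0.0947). The methods' t-test did not call Pemt. Without equal variances it did not call Pbk and Rrm2 of module 1, nor Lpl, CD36, Pparg, Adipoq, Pemt and Lpin1 of module 3. The genes were chosen by the study on these same arrays, so adjusted over the list alone, where again all of them pass in both modules, the count is not independent evidence.

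**Figure D1:**
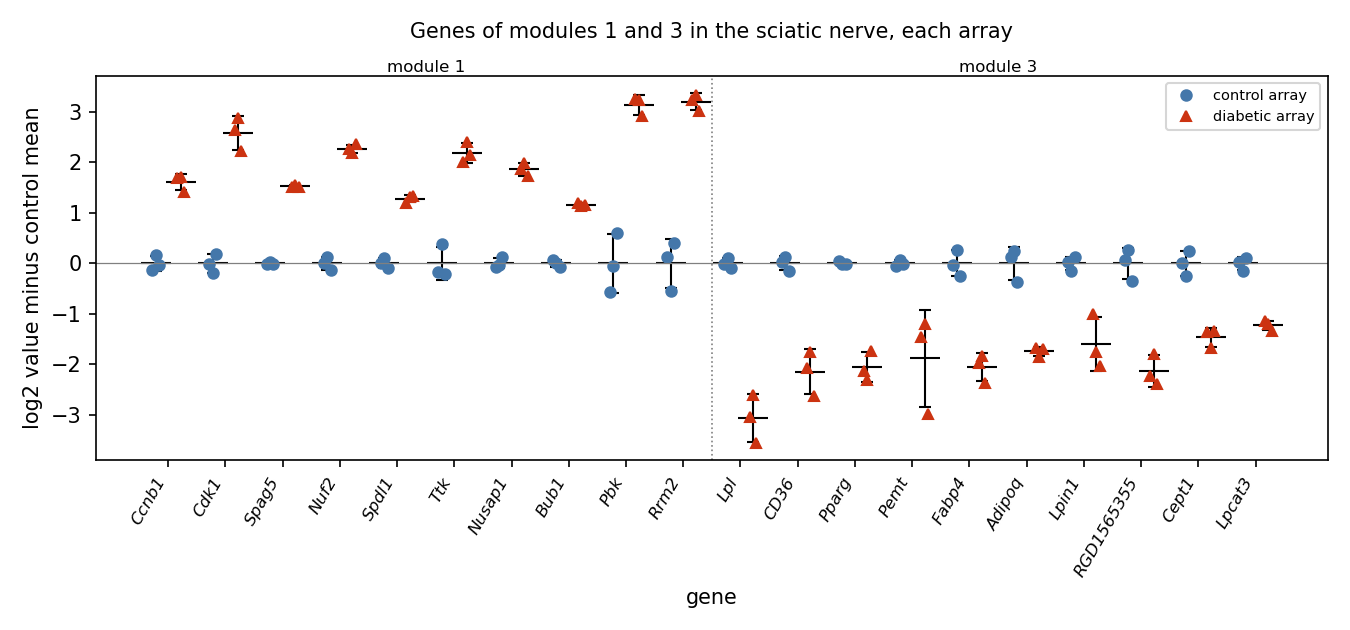
Log2 value of each array minus the mean of the 3 control arrays, for the tested genes of modules 1 and 3. Circles are control arrays, triangles diabetic arrays, and black bars the group mean ± SD (n = 3); diabetic arrays lie above every control array for the 10 genes of module 1 and below for the 10 of module 3. Values not well above background (Pbk in controls, Pemt and Lpin1 in diabetic arrays) are drawn at their measured level.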

Further module analysis demonstrated that DEGs from the 3 modules were enriched in GO (BP) items or KEGG pathways including “cell division,” “cell cycle,” “protein phosphorylation,” “chemokine signaling pathway,” “neuropeptide signaling pathway,” “response to drug,” “cellular response to insulin stimulus,” “PPAR signaling pathway,” and “glycerophospholipid metabolism (Table 3).

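Module 2 of Table 3 held genes that rose and genes that fell. Npw had a log2 fold change of -2.64 (limma, Benjamini-Hochberg adjusted p = 0.000773), from 8.40 ± 0.11 in control to 5.76 ± 0.09 in diabetic rats (SD, n = 3). Npy1r fell by 1.23, Ccl19 by 1.42 and Gas6 by 1.06 on the log2 scale. For Gas6, limma's Benjamini-Hochberg adjusted p was 0.0563 with the slide as a block, the highest among alternatives that started at 0.00139. Npy1r was not called by the methods' t-test without equal variances. Oprk1 was not well above background on the control arrays and was so on 2 diabetic arrays, at a level at least 2.48-fold higher, and it did not pass the filter.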

CytoHubba plugin in Cytoscape was used to identify the hub DEGs of the PPI network. As DEGs in module 1 were highly connected with each other, they produced relatively higher connectivity degree compared with other DEGs of the PPI network. In order to diminish the imbalance, 3 and 10 hub DEGs were identified from module 1 and the remaining DEGs, respectively, to represent the overall hub DEGs of the whole PPI network (Table 4). Among them, *Cdk1*, *Bub1b*, *Ccnb1*, *C3*, *Cxcl2*, *Ccl9*, *Cx3cr1*, and *Mmp9* were upregulated, while *Agt*, *Gnai1*, *Mapk3*, *Cst3*, and *Npy* were downregulated. 

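Of the 13 hub genes, 11 were tested here, and all 11 changed in the direction of Table 4 at a Benjamini-Hochberg adjusted p under 0.05 from limma. Mmp9 did not pass the filter, and Bub1b was not analysed here. Gnai1 fell from 7.12 ± 0.09 to 5.21 ± 0.16 (log2 values, SD, n = 3 rats), a log2 fold change of -1.91 (limma, Benjamini-Hochberg adjusted p = 0.00112). Npy changed by -1.31, Cst3 by -1.17 and Mapk3 by -1.05. The change of Mapk3 was the smallest of the 11, and limma's Benjamini-Hochberg adjusted p for it was 0.0564 with the slide as a block, the highest among alternatives that started at 0.00117. C3 and Npy were not called by the methods' t-test without equal variances. For each of the tested genes the values of the diabetic rats and of the control rats did not overlap.

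**Figure D2:**
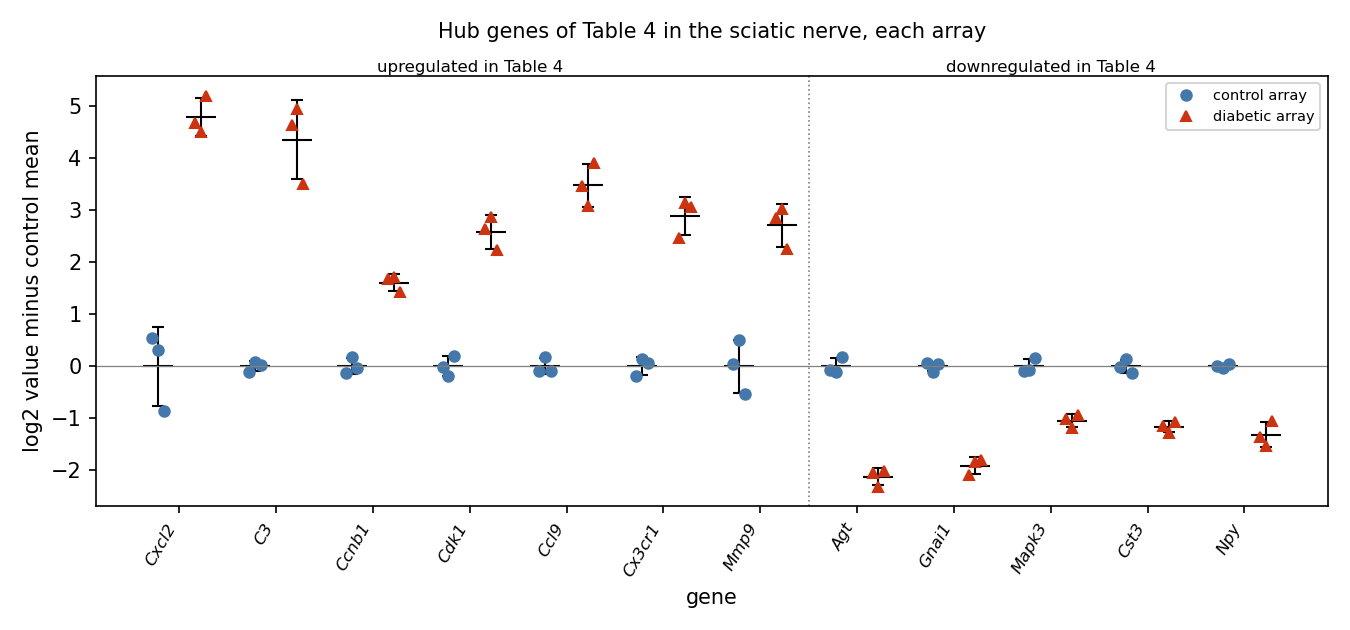
Log2 value of each array minus the mean of the 3 control arrays, for the hub genes of Table 4 that were measured. Circles are control arrays, triangles diabetic arrays, and black bars the group mean ± SD (n = 3); the diabetic arrays lie above the control arrays for the genes on the left and below them for those on the right. Cxcl2 and Mmp9 were not well above background on the control arrays and are drawn at their measured level.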

A total of 11 TFs (Rara, Arid5a, Neurod1, Nf1, Hoxa9, Kdm2a, Smad3, Esr2, Plagl1, Gfi1b, and Pbx3) were predicted to regulate 9 of the 13 hub DEGs using the iRegulon plugin in Cytoscape with an NES > 5 (Table 5, Figure 8).

## 4. Discussion

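Cdk1 (NM_019296) rose from 6.07 ± 0.19 to 8.65 ± 0.33 on the log2 scale (SD, n = 3 rats), a log2 fold change of 2.58 with a standard error of 0.20 (limma, Benjamini-Hochberg adjusted p = 0.00146). Ccnb1 (NM_171991) rose from 4.76 ± 0.15 to 6.37 ± 0.16, a log2 fold change of 1.61 with a standard error of 0.14 (limma, Benjamini-Hochberg adjusted p = 0.00192). Over 22 alternative settings, single arrays left out included, the log2 fold change lay between 1.59 and 2.76 for Cdk1 and between 0.67 and 1.71 for Ccnb1. The third gene, Bub1b, was not analysed here.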

Three (*Cdk1*, *Bub1b*, and *Ccnb1*) of the 13 hub DEGs were identified from module 1 of the PPI network, and they were all upregulated. Functional enrichment analyses indicated that they were associated with “cell division,” “protein phosphorylation,” and “cell cycle.” This is in accordance with the study by Gu et al., in which a number of DEGs identified from the sciatic nerve of type 1 diabetic mice were enriched in the BP item “cell proliferation” [14]. They considered that the abnormal pain responses in neuropathic pain were associated with the proliferation of nerve cells including microglia and astrocyte. It was indicated that loss of C-fibers in type 1 diabetic mice was accompanied with increased frequencies of denervated Schwann cells and regenerating fibers [15]. Though we also observed abnormal pain response (significantly lower withdrawal threshold) in the DPN rats of our present study, further studies are needed to identify its underlying molecular mechanisms and its correlation with the expression levels of specific DEGs.

Ten hub DEGs (*C3*, *Agt*, *Cxcl2*, *Gnai1*, *Mapk3*, *Ccl9*, *Cst3*, *Cx3cr1*, *Mmp9*, and *Npy*) were identified from the remaining DEGs of the PPI network. Functional enrichment analyses demonstrated that several upregulated hub DEGs including *Cxcl2*, *Cx3cr1*, and *Ccl9* were associated with “chemokine signaling pathway.” Among them, *Cxcl2* represented one of the top 10 upregulated DEGs with a fold change of 21.200. 

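Cx3cr1 (NM_133534) rose from 9.60 ± 0.17 in control to 12.49 ± 0.37 in diabetic rats (log2 values, SD, n = 3), a log2 fold change of 2.89 (limma, Benjamini-Hochberg adjusted p = 0.00130). Ccl9 (NM_001012357) rose from 5.13 ± 0.16 to 8.61 ± 0.41, a log2 fold change of 3.48 (limma, Benjamini-Hochberg adjusted p = 0.00111). Under 22 alternative settings the log2 fold change lay between 2.47 and 3.10 for Cx3cr1 and between 1.89 and 3.68 for Ccl9.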

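No control array was well above background for Cxcl2 (NM_053647), with a log2 value of 1.92 ± 0.76 (SD, n = 3), and all diabetic arrays were, at 6.72 ± 0.36. The level in diabetic rats was therefore at least 15.4-fold higher (limma, Benjamini-Hochberg adjusted p = 0.00173). Over 21 alternative settings the log2 fold change of Cxcl2 lay between 1.21 and 5.07. Normexp background correction gave a fold of 2.31, which is under the bound.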

Chemokine (C-X-C motif) ligand 2 (CXCL2) is a member of chemokines and plays an important role in inflammatory reactions. Evidence has indicated a central role for inflammatory mechanisms in the development of DPN [16].

*Mapk12* was upregulated with a fold change of 3.867 in microarray and further verified through qRT-PCR. 

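With diabetic replicate 2 left out, the log2 fold change of Mapk12 was -1.39 (limma, Benjamini-Hochberg adjusted p = 0.0199), and no other setting called the gene, with values up to 0.213. Over the alternative settings its log2 fold change lay between -1.65 and -0.19, lower in diabetic rats throughout, at levels close to background.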

Mitogen-activated protein kinase 12 (MAPK12), also known as p38*γ*, is one of the four isoforms (*α*, *β*, *γ*, and *δ*) of p38 kinases [17]. Increased p38/MAPK pathway activation by inflammatory stimuli has been widely reported in the peripheral nerve tissues of diabetic mice or rats with DPN. Cheng et al. reported that the persistent hind paw mechanical allodynia in STZ-induced diabetic rats was positively correlated with increased P-p38/MAPK activation in activated microglia [18]. Similarly, Feldman et al. found that nerve growth factor-induced mechanical allodynia in the *db/db* mouse was mediated by the phosphorylation of p38 and the upregulation of multiple inflammatory mediators in lumbar dorsal root ganglia [19]. Several studies have demonstrated that inhibitors targeting the p38/MAPK pathway ameliorated inflammatory processes and neurological deficits in experimental DPN [20–22]. While it has been indicated that the regulatory function of p38 kinases on inflammatory processes is mainly through p38*α* (and probably *β*), the role of p38*γ* and p38*δ* in inflammation is unknown [17].

*Mmp12* represented the most upregulated gene with a fold change of 90.673, and *Mmp9* was one of the upregulated hub DEGs with a fold change of 5.300. 

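The log2 values of Mmp12 (NM_053963) were 8.89, 9.41 and 8.03 on the diabetic arrays, against at most 2.14 on the control arrays. Its bound was the largest among the genes the paper names, and 21 of 21 alternative settings called it. Over these settings its log2 fold change lay between 2.61 and 7.10. Normexp background correction gave a fold of 6.12, which is under the bound. Mmp9 read 4.77, 4.96 and 4.17 on the diabetic arrays and at most 2.42 on the control arrays, which do not overlap but lie near the background.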

As known, matrix metalloproteinases (MMPs) are a family of proteolytic enzymes which play important roles in the structural development and maintenance of the nervous system. Larsen et al. found that both MMP9 and MMP12 were elevated during myelin formation in dissected mouse optic nerves, while mice deficient in MMP9 and MMP12 exhibited impaired myelin formation, suggesting their beneficial roles in myelinogenesis [23]. Interestingly, it was reported in some studies that elevated MMP9 contributed to the pathogenesis of neuropathic pain following nerve injury, chiefly through its involvement in neuroinflammation [24, 25]. Hinder et al. found that MMP12 was highly up-regulated in the sciatic nerve of *db/db* diabetic mice with DPN and suggested it may play a role in DPN progression [26]. Thus, further investigation is needed to fully understand the protective or destructive role of MMPs in DPN.

*Agt* was one of the downregulated hub DEGs with a fold change of 4.348. 

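Under the 22 alternative settings the log2 fold change of Agt lay between -2.18 and -1.88, and limma or the methods' t-test called it in all 22.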

Angiotensinogen (AGT), encoded by *Agt*, is a member of the renin angiotensin aldosterone system, the activation of which has been suggested a vital mechanism in the pathogenesis of DPN [48]. In the presence of hyperglycemia, the tissue level of angiotensin II (Ang II) is increased, which causes the accumulation of NADP oxidase and enhances oxidative stress. Consequently, microvascular damage occurs in the peripheral nerves and initiates the development of DPN [27]. Evidence has suggested that AGT levels are increased in the intrarenal renin-angiotensin system in diabetes, and the enhanced intrarenal AGT levels may contribute to the progression of diabetic nephropathy [28, 29]. However, we failed to find any studies investigating the direct correlation between AGT levels in peripheral nerve tissue and DPN progression through our extensive literature search.

Several GO (BP) or KEGG pathway items related to fat or lipid metabolism, including “fatty acid oxidation,” “brown fat cell differentiation,” “fatty acid metabolic process,” “PPAR signaling pathway,” “AMPK signaling pathway,” and “adipocytokine signaling pathway,” were enriched based on those downregulated DEGs in module 3. 

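Lists of marker genes were tested with limma's camera. The list of fat cell genes had a median log2 fold change of -1.83, with 10 of its 10 measured genes lower (camera, limma, Benjamini-Hochberg adjusted p = 5.40e-07), and 3 of the 10 are genes the paper names. Its most abundant members, Cfd, Adipoq, Retn and Fabp4, were lower in every diabetic rat than in any control rat. The list of lipid synthesis genes had a median of -1.76 with all 7 genes lower (camera, limma, Benjamini-Hochberg adjusted p = 0.00408). Genes induced by fatty acids had a median of -0.28 and were not called (camera, limma, Benjamini-Hochberg adjusted p = 0.191). Both calls hold under fry, and neither does when the correlation between genes is estimated from the 6 arrays.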

Correlations between altered lipid metabolism and the increased incidence of neuropathy have been identified in both type 1 and type 2 diabetes [30, 31]. Zhou et al. screened the DEGs between progressive and nonprogressive DPN patients and proposed that the inhibited lipid metabolism of Schwann cells might be crucial in the pathogenesis of progressive DPN [11].

*Adipoq* was downregulated with a fold change of 4.348 in microarray and further verified through qRT-PCR. 

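Across 22 alternative settings the log2 fold change of Adipoq lay between -1.93 and -1.41. The gene was called in 21 of them, the exception being the methods' t-test without equal variances.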

Adiponectin, encoded by *Adipoq*, is secreted mainly by the adipose tissue, while it is also expressed in other tissues including osteoblasts, liver parenchymal cells, myocytes, and epithelial cells. Adiponectin improves insulin sensitivity and exhibits antidiabetic, anti-inflammatory, and antiatherogenic effects [32]. It is generally accepted that serum levels of adiponectin are inversely correlated to obesity/type 2 diabetes [33]. However, the relationship between serum adiponectin levels and diabetes-related microvascular and peripheral nervous complications is controversial. Kato et al. and Matsuda et al. demonstrated that serum adiponectin levels did not correlate with DPN in type 2 diabetic patients [34, 35]. While Ji et al. showed in their study that serum levels of adiponectin were markedly reduced in type 2 diabetic patients with DPN compared with healthy normal controls and type 2 patients without DPN [36]. Our current study found a decreased expression level of *Adipoq* in the sciatic nerve of DPN rats, while further experiments are warranted to determine in what cells it is expressed and to monitor its dynamic changes during the development of DPN.

Currently, most of the gene expression profiling studies in animal models of DPN were reported by Feldman and her colleges [10, 11, 26, 37]. Either type 1 (STZ-induced) or type 2 (BTBR *ob/ob* mice or BKS *db/db*) diabetic mice were selected as the experimental models of DPN in their studies. Microarrays were performed on the sciatic nerve of their experimental mice and followed with further bioinformatic analyses. Several biological processes or pathways including “lipid metabolism,” “PPAR signaling,” and “inflammation and immune response” were found to be commonly dysregulated in the DPN mice with type 2 diabetes across their studies [10, 11, 26]. While in the DPN mice with type 1 diabetes, “metabolism,” “metal ion binding,” “mRNA processing,” “cellular regulation,” and “mitochondria and energy production” were the top 5 dysregulated functional clusters, as reported in one of their studies [37].

STZ-induced diabetic rats have been widely used for the histopathological, pharmaceutical, or neurological research of experimental DPN [38–41]. Yet few studies have performed microarray experiment on the peripheral nerve tissue of DPN rats with STZ-induced diabetes. Price et al. investigated the gene expression changes in the dorsal root ganglia of male Wistar rats with STZ-induced diabetes. Gene ontology demonstrated that genes involved in “glucose metabolism” and “synaptic vesicle” were significantly upregulated after 1 and 4 weeks of diabetes, while genes involved in “cholesterol metabolism” were significantly downregulated after 8 weeks of diabetes [42]. Of note, Freeman et al. recently reported that metabolic dysfunction was restricted to the sciatic nerve, but not the dorsal root ganglion and trigeminal ganglia, in the experimental DPN rats based on metabolomics and proteomics analyses [43]. In agreement with their standpoint, we consider that the peripheral nerve is the most affected organ in the peripheral nervous system during the pathogenesis of DPN. It is exciting to find that the sciatic nerves of our STZ-induced diabetic rats presented typical histological changes of DPN after 6 weeks of diabetes, including loss of myelinated fibers, thin myelin, and breakdown of myelin, and shared many biological disruptions or signaling pathway changes indicated in those previously published animal or human microarray studies of DPN [10–12, 26, 37, 44]. Nevertheless, it should be noted that the sciatic nerve includes a heterogeneous mix of Schwann cells, fibroblasts, adipocytes, vascular endothelial cells, and even circulating immune cells. Therefore, DEGs from the sciatic nerve (or other peripheral nerves) of DPN should not be simply attributed to the dysfunction or lesion of Schwann cells.

## 5. Conclusions

The present study identified a pool of candidate biomarkers such as *Cdk1*, *C3*, *Mapk12*, *Agt*, *Adipoq*, *Cxcl2*, and *Mmp9* and molecular mechanisms which may be involved in the early phase of experimental DPN. The findings provide clues for exploring new strategies for the early diagnosis and treatment of DPN.

## Figures and Tables

**Figure 1:**
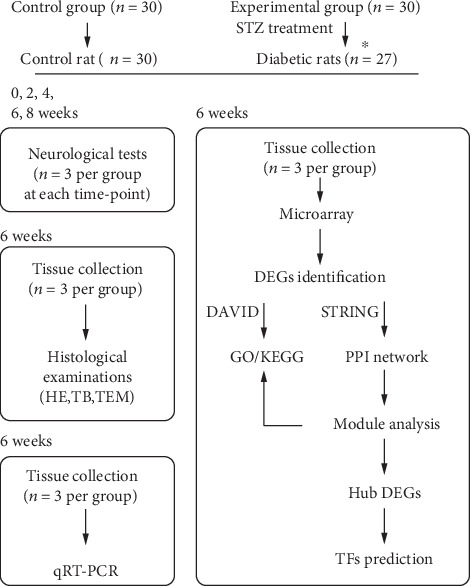
Study workflow. ^∗^After STZ treatment, 27 out of the 30 rats in experimental group were verified as diabetes and the remaining 3 rats were excluded from the study. Note that no rats were dead due to diabetes or anesthesia during the course of study. After neurological tests, rats were sacrificed without collecting the sciatic nerve tissues for the following experiments. Besides, total RNA isolated for microarray analysis was not used for qRT-PCR.

**Figure 2:**
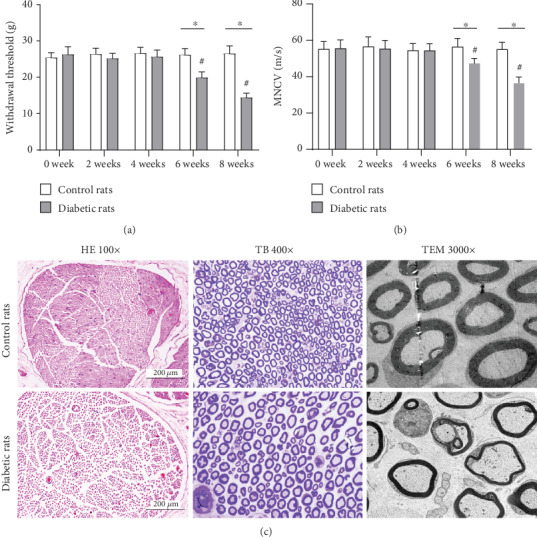
Neurological deficits and histological changes in the sciatic nerve of DPN and control rats. Compared with control rats, significantly lower withdrawal threshold and MNCV were observed in the sciatic nerve of diabetic rats since the 6th week after diabetes induction (a, b). ^∗^*P* < 0.05 vs. control rats; ^#^*P* < 0.05 vs. previous time point. Histological examination showed normal morphology of myelinated nerve fibers in the sciatic nerve of control rats. While typical histological changes of DPN including loss of myelinated fibers, thin myelin and breakdown of myelin were observed in the sciatic nerve of diabetic rats (c).

**Figure 3:**
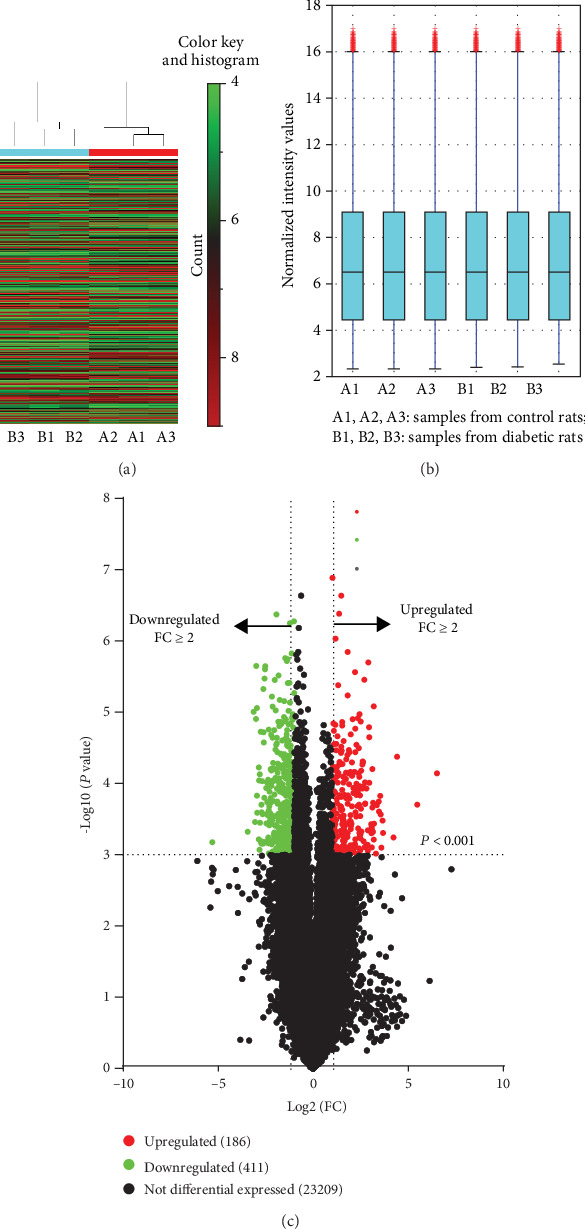
Heat map, box plot, and volcano plot of detected genes. 23806 gene IDs and their expression values were obtained after probe ID transformation and expression summarization. Heat map of detected genes from all samples (a). Red indicates higher gene expression, and green indicates lower gene expression. The box plot of the intensity of all samples demonstrated that the expression values of each sample were close to the same after normalization (b). The univariate *t*-test with a fold change > 2 and *P* < 0.001 was applied to identify the DEGs between control rats and diabetic rats. 186 upregulated genes (red spots) and 411 downregulated genes (green spots) were identified as the DEGs between groups (c).

**Figure 4:**
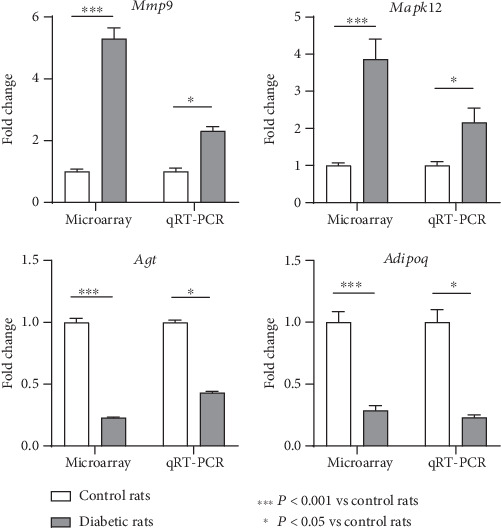
Validation of the microarray data through qRT-PCR. Four specific genes of interest including 2 upregulated (*Mmp9* and *Mapk12*) and 2 downregulated (*Agt* and *Adipoq*) genes were selected for qRT-PCR validation. The qRT-PCR results showed that, compared with control rats, the gene expression levels of *Mmp9* and *Mapk12* were significantly increased in diabetic rats, with a fold change of 2.31 and 2.16, respectively. With regard to *Agt* and *Adipoq*, their expression levels were significantly decreased in diabetic rats compared with control rats, with a fold change of 0.43 and 0.23, respectively. ^∗∗∗^*P* < 0.001 vs. control rats; *P* < 0.05 vs. control rats. The expression level changes of these 4 genes validated the credibility of the microarray data.

**Figure 5:**
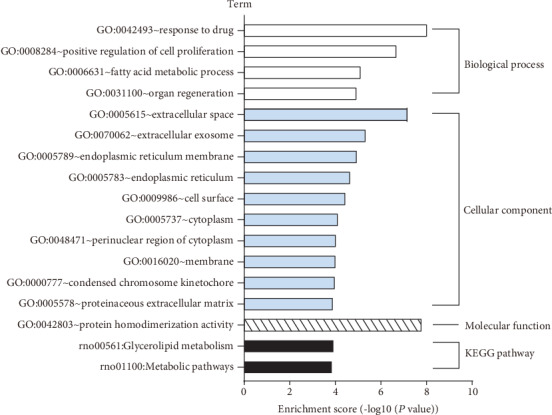
GO and KEGG pathway enrichment analyses based on the 597 DEGs. GO and KEGG pathway enrichment analyses demonstrated that 4 BP items (“response to drug,” “positive regulation of cell proliferation,” “fatty acid metabolic process,” and “organ regeneration”), 10 CC items (“extracellular space,” “extracellular exosome,” “endoplasmic reticulum membrane,” “endoplasmic reticulum,” “cell surface,” “cytoplasm,” “perinuclear region of cytoplasm,” “membrane,” “condensed chromosome kinetochore,” and “proteinaceous extracellular matrix”), 1 MF item (“protein homodimerization activity”), and 2 KEGG items (“glycerolipid metabolism” and “metabolic pathways”) were enriched for the combined 597 DEGs.

**Figure 6:**
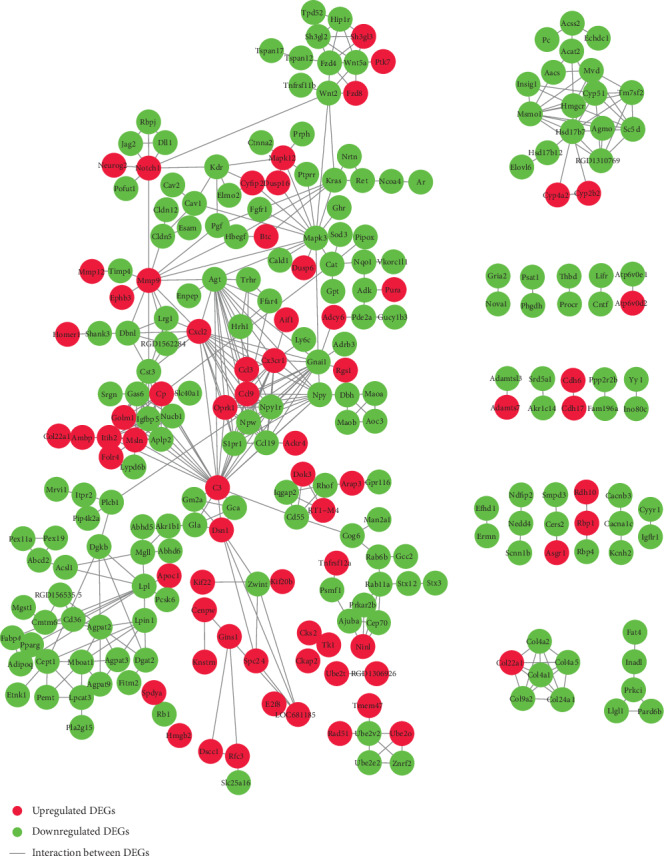
PPI network based on the 597 DEGs. The PPI network for the DEGs was constructed using the STRING with the minimum required interaction score > 0.700 (high confidence) and then visualized using the Cytoscape. A total of 248 nodes (in red color) and 783 edges were yielded in the PPI network for those up- (red nodes) and downregulated (green nodes) DEGs. Note that the disconnected nodes (DEGs) in the network were hidden.

**Figure 7:**
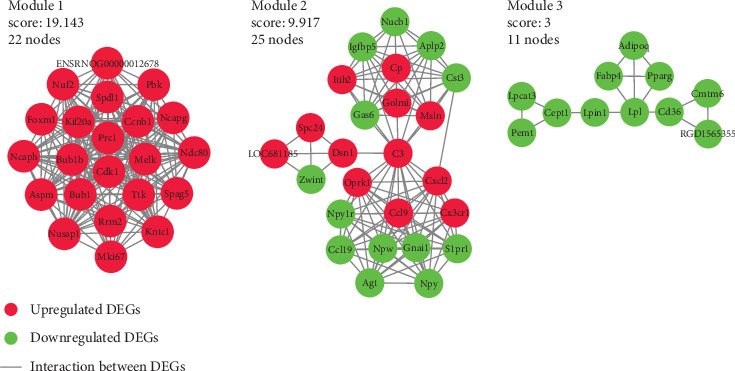
Three most highly connected clusters in the PPI network. With the criteria of minimum node number > 10 and cluster score ≥ 3, 3 most highly connected clusters were extracted from the PPI network by MCODE plugin in Cytoscape. DEGs in module 1 were all upregulated while in module 3 they were all downregulated.

**Figure 8:**
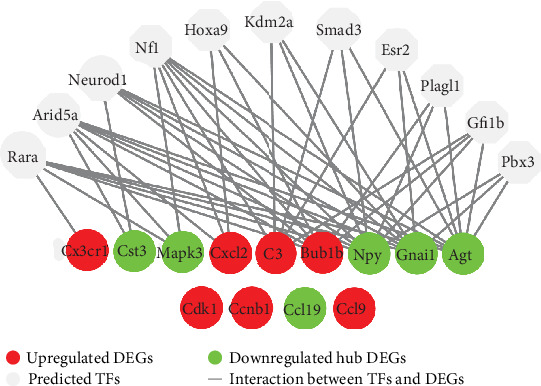
Prediction of TFs for hub DEGs. The master TFs of hub DEGs were predicted using the iRegulon plugin in Cytoscape. The criteria for motif enrichment analysis were set as identity between orthologous genes ≥ 0.05, FDR on motif similarity ≤ 0.001, and normalized enrichment score (NES) > 5. As shown, a total of 11 TFs (Rara, Arid5a, Neurod1, Nf1, Hoxa9, Kdm2a, Smad3, Esr2, Plagl1, Gfi1b, and Pbx3) were predicted to regulate 9 of the 13 hub DEGs.

**Table 1:** Primers used in qRT-PCR validation.

Gene	Primer sequences	Products' length	*T* (°C)
Mmp9	F: 5′-ACCCTGCGTATTTCCATTCATC-3′	169	60
	R: 3′-CGAGTTGCCCCCAGTTACAGT-5′		60

Mapk12	F: 5′-CTTGAGGAATGGAAGCGTGTT-3′	274	60
	R: 3′-TAGTGCTTGGGAGGTAGAGG-5′		60

Agt	F: 5′-GGTTCTCAACAGCATCCTCCTT-3′	145	60
	R: 3′-ACCTGAGTCCCGCTCGTAGA-5′		60

Adipoq	F: 5′-TGTTCCTCTTAATCCTGCCCAG-3′	239	60
	R: 3′-TCCTGTCATTCCAGCATCTCCT-5′		60

Gapdh	F: 5′-TTCCTACCCCCAATGTATCCG-3′	281	60
	R: 3′-CATGAGGTCCACCACCCTGTT-5′		60

Four genes including 2 upregulated genes (*Mmp9* and *Mapk12*) and 2 downregulated genes (*Agt* and *Adipoq*) were selected for qRT-PCR validation. *Gapdh* was used as the endogenous reference gene.

**Table 2:** Top 10 up- and downregulated DEGs based on fold change.

Gene symbol	Genbank accession	Fold change	Regulation	*P* value
*Mmp12*	NM_053963	90.673	Up	0.0000
*Ucn2*	NM_133385	44.201	Up	0.0002
*Cxcl2*	NM_053647	21.200	Up	0.0000
*C3*	NM_016994	18.631	Up	0.0006
*Tagln3*	NM_031676	12.766	Up	0.0005
*Notch1*	NM_001105721	12.491	Up	0.0003
*Scn3b*	NM_139097	11.931	Up	0.0008
*Cthrc1*	NM_172333	11.618	Up	0.0003
*Atp6v0d2*	NM_001011972	11.413	Up	0.0001
*Eltd1*	AF192402	11.019	Up	0.0002
*Lrrn1*	NM_001037363	10.994	Down	0.0005
*Hapln2*	NM_022285	8.858	Down	0.0000
*Lpl*	NM_012598	8.382	Down	0.0003
*Cdo1*	NM_052809	8.091	Down	0.0000
*Dbh*	NM_013158	8.064	Down	0.0000
*Pmp2*	NM_001109514	7.860	Down	0.0001
*Lrp2*	NM_030827	7.805	Down	0.0000
*Col9a2*	NM_001108675	7.737	Down	0.0003
*Hist1h4b*	NM_022686	7.316	Down	0.0000
*Efhd1*	NM_001109310	7.291	Down	0.0006

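Lrrn1 (NM_001037363) was well above background on the control arrays, at 5.62 ± 0.59, and not on the diabetic arrays, at 2.07 ± 0.47 (log2 values, SD, n = 3). It was at least 4.26-fold lower (limma, Benjamini-Hochberg adjusted p = 0.00271). Normexp background correction gave a fold of 1.47, which is under the bound.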

As shown, *Mmp12* was the most upregulated gene with a fold change of 90.673 and *Lrrn1* was the most downregulated gene with a fold change of 10.994 among those identified DEGs.

**Table 3:** GO (BP) and KEGG pathway enrichment analyses of the 3 modules.

Term	Genes	*P* value
Module 1: GO (BP)		
Cell division	*Ccnb1*, *Cdk1*, *Ncaph*, *Spag5*, *Nuf2*, *Bub1b*, *Spdl1*	0.0000
Protein localization to kinetochore	*Cdk1*, *Bub1b*, *Ttk*, *Spdl1*	0.0000
Mitotic chromosome condensation	*Ncaph*, *Ncapg*, *Nusap1*	0.0058
Protein phosphorylation	*Ccnb1*, *Cdk1*, *Bub1*, *Bub1b*, *Ttk*, *Pbk*	0.0078
Mitotic cell cycle	*Ccnb1*, *Cdk1*, *Rrm2*	0.0378
Module 1: KEGG pathway		
Cell cycle	*Ccnb1*, *Cdk1*, *Bub1*, *Bub1b*, *Ttk*	0.0000
p53 signaling pathway	*Ccnb1*, *Cdk1*, *Rrm2*	0.0051
Progesterone-mediated oocyte maturation	*Ccnb1*, *Cdk1*, *Bub1*	0.0055
Oocyte meiosis	*Ccnb1*, *Cdk1*, *Bub1*	0.0064
Module 2: GO (BP)		
Chemokine-mediated signaling pathway	*Cxcl2*, *Cx3cr1*, *Ccl9*, *Ccl19*	0.0200
Positive regulation of ERK1 and ERK2 cascade	*Npy*, *C3*, *Ccl9*, *Ccl19*, *Gas6*	0.0161
Neuropeptide signaling pathway	*Npy*, *Oprk1*, *Npw*, *Npy1r*	0.0323
Module 2: KEGG pathway		
Chemokine signaling pathway	*Gnai1*, *Cxcl2*, *Cx3cr1*, *Ccl9*, *Ccl19*	0.0060
Module 3: GO (BP)		
Response to drug	*Lpl*, *CD36*, *Pparg*, *Pemt*, *Fabp4*, *Adipoq*	0.0000
Cellular response to insulin stimulus	*CD36*, *Pparg*, *Adipoq*, *Lpin1*	0.0034
Fatty acid oxidation	*CD36*, *Pparg*, *Adipoq*	0.0023
Brown fat cell differentiation	*Pparg*, *Fabp4*, *Adipoq*	0.0080
Fatty acid metabolic process	*CD36*, *Pparg*, *Fabp4*	0.0200
Module 3: KEGG pathway		
PPAR signaling pathway	*Lpl*, *CD36*, *Pparg*, *Fabp4*, *Adipoq*, *RGD1565355*	0.0000
Glycerophospholipid metabolism	*Cept1*, *Pemt*, *Lpcat3*, *Lpin1*	0.0016
AMPK signaling pathway	*CD36*, *Pparg*, *Adipoq*, *RGD1565355*	0.0025
Adipocytokine signaling pathway	*CD36*, *Adipoq*, *RGD1565355*	0.0174

GO (BP) and KEGG pathway enrichment analyses of the 3 modules demonstrated that the 3 most highly connected clusters in the PPI network were enriched in GO (BP) items or KEGG pathways including “cell division,” “cell cycle,” “protein phosphorylation,” “chemokine signaling pathway,” “neuropeptide signaling pathway,” “response to drug,” “cellular response to insulin stimulus,” “PPAR signaling pathway,” and “glycerophospholipid metabolism”.

**Table 4:** Hub DEGs/nodes of the PPI network.

Rank	Node	Connectivity degree	Regulation
Based on DEGs of module 1			
1	*Cdk1*	44	Up
2	*Bub1b*	32	Up
3	*Ccnb1*	32	Up
Based on the remaining DEGs of the PPI network			
1	*C3*	25	Up
2	*Agt*	17	Down
3	*Cxcl2*	17	Up
4	*Gnai1*	16	Down
5	*Mapk3*	15	Down
6	*Ccl9*	14	Up
7	*Cst3*	14	Down
8	*Cx3cr1*	14	Up
9	*Mmp9*	13	Up
10	*Npy*	12	Down

Hub DEGs of the PPI network were identified using the CytoHubba plugin in Cytoscape. A total of 13 DEGs (3 from module 1: *Cdk1*, *Bub1b*, and *Ccnb1*; 10 from the remaining DEGs: *C3*, *Agt*, *Cxcl2*, *Gnail*, *Mapk3*, *Ccl9*, *Cst3*, *Cx3cr1*, *Mmp9*, and *Npy*) with higher connectivity degree were identified as the overall hub DEGs of the whole PPI network.

**Table 5:** TF prediction of the hub DEGs.

TF	NES	No. of targets	No. of motifs
Nf1	7.519	7 (*C3*, *Cxcl2*, *Bub1b*, *Mapk3*, *Npy*, *Gnail*, *Agt*)	5
Kdm2a	7.270	3 (*C3*, *Npy*, *Gnail*)	3
Smad3	6.683	3 (*C3*, *Npy*, *Agt*)	2
Pbx3	6.324	3 (*Npy*, *Gnail*, *Agt*)	5
Rara	6.269	6 (*Cx3cr1*, *Bub1b*, *Mapk3*, *Npy*, *Gnail*, *Agt*)	9
Neurod1	6.069	5 (*Bub1b*, *Cst3*, *Npy*, *Gnail*, *Agt*)	3
Gfi1b	5.475	4 (*C3*, *Bub1b*, *Npy*, *Agt*)	2
Hoxa9	5.392	3 (*Cxcl2*, *Bub1b*, *Gnail*)	2
Esr2	5.392	3 (*C3*, *Gnail*, *Agt*)	4
Arid5a	5.364	7 (*Cxcl2*, *Bub1b*, *Cst3*, *Mapk3*, *Npy*, *Gnail*, *Agt*)	6
Plagl1	5.316	3 (*Bub1b*, *Npy*, *Agt*)	2

TF prediction of the hub DEGs was performed using the iRegulon plugin in Cytoscape with the criteria for motif enrichment analysis as follows: identity between orthologous genes ≥ 0.05, FDR on motif similarity ≤ 0.001, and normalized enrichment score (NES) > 5. Eleven TFs (Nf1, Kdm2a, Smad3, Pbx3, Rara, Neurod1, Gfi1b, Hoxa9, Esr2, Arid5a, and Plagl1) were predicted to regulate 9 of the 13 hub DEGs.

## Data Availability

No data were used to support this study.

How the deposited data were processed for this re-analysis (not part of the article)

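Gene expression was measured in the right sciatic nerve of 3 control and 3 streptozotocin-diabetic rats, 6 weeks after induction, with 1 array per rat. Samples were assigned to groups and replicates from the sample labels and the methods. The rats of the behavioural, electrophysiological, histological and qRT-PCR experiments were not analysed here.

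For each array the authors deposited the output of Agilent Feature Extraction 11.0.1.1, which holds linear intensity values with the background already subtracted and detrended within the array, and flags for each spot. The authors also deposited a table of log2 values, 1 per probe, made according to the methods by quantile normalization in GeneSpring. These values were set against the scanner output of the same array and used as an alternative. The files named probes by identifier and not by gene symbol, so symbols came from a RefSeq table of the GRCr8 assembly, matched by accession, of which no coordinate was used.

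From the processed intensity the log2 was taken after a floor of 1, spots with an outlier flag (290 to 481 per array) were left out, and the 6 arrays were quantile normalized. The spots of a probe were averaged. Probes well above background on at least 3 of the 6 arrays were kept, and the probe with the highest mean stood for its gene. Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, over 19586 genes, with Benjamini-Hochberg adjustment. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The methods' t-test was run on the same values. Lists of marker genes, results of all of which are given, were tested with camera (preset correlation 0.01) where at least 3 genes passed the filter, and with fry beside it.

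Apart from Gpr83, the genes of the second muscle list and ENSRNOT00000049415, the genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names, Gapdh, and the 10 highest and 10 lowest log2 fold changes among called genes that were well above background on all arrays and whose groups did not overlap. Of a marker list, at most 4 members with the highest mean level are named. Ncaph, Bub1b, Ncapg and Hoxa9 were not analysed here, and some single genes of the marker lists are not reported here. The marker lists and all alternatives were set at the same time, except the slide as a random block, the methods' t-test over every probe of the authors' values, and each gene's most changed probe, which were added later.

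The alternatives were scaling to the 75th percentile, normexp background correction (offset 50), the authors' values, no filter or a filter on all 6 arrays, the mean of a gene's probes, every probe on its own, and flagged spots kept. Further ones were the methods' t-test with and without equal variances, limma with an intensity trend and robust variances, the slide and the replicate number as blocks, and each array left out in turn. Arrays were left out after normalization of all 6. Normexp was run on the median spot intensity, since the deposited files gave no mean. Slides were inferred from the scan time in the scanner output. The slide as a block leaves the comparison to diabetic replicate 1 and the 3 controls on the same slide.

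The steps were tested on simulated data of 3 arrays against 3, drawn for the 19586 genes from their real means. The simulated genes were independent, with the same spread in both groups and the real spreads shuffled among genes. The real diabetic arrays differed more from each other than the controls, so the rates below need not hold for the real data. Of 200 genes changed by a known amount, limma recovered 151 after adjustment, or 75.5%, with 10 false calls. At the study's thresholds limma recovered 161 with 19 false calls, and the methods' t-test 124 with 7 false calls.

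Between 56.4% and 77.3% of probes were well above background on an array, and 3 rats per group limit the precision.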

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

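Of the tests of explanations below, that of the second list of muscle genes was set before its result was seen. It was run after a variant of the list, so most of its values had been seen by then. The other tests were chosen after their results were seen.

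Most measured genes of skeletal muscle, which the paper does not discuss, were far above the controls in diabetic replicates 1 and 2 and not in replicate 3. The list of marker genes had a median log2 fold change of 3.81 with 14 of its 15 genes higher (camera, limma, Benjamini-Hochberg adjusted p = 0.0352), and fry did not call it. The call was lost under scaling to the 75th percentile (limma, Benjamini-Hochberg adjusted p = 0.0969) and without control replicate 2 (0.0564), control replicate 3 (0.0760), diabetic replicate 1 (0.177) or diabetic replicate 2 (0.190). Over all alternatives it lay between 2.51e-09 and 0.190. Against the control mean, the median of the list was 6.55 in diabetic replicate 1, 7.11 in replicate 2 and -1.36 in replicate 3. The controls themselves lay at 0.09, 0.65 and -0.63. Its most abundant member, Tnnc2, read 15.92, 16.34 and 5.75 on the diabetic arrays and between 7.38 and 9.94 on the control arrays. Tnni2 read 15.41, 15.90 and 7.16, with a highest control of 9.43. In diabetic replicate 3, 2 genes of the list lay above the highest control. They were Ckm (10.45, highest control 9.32) and Tnnt1 (7.39, highest control 5.64). In all, 14 of the 15 genes were well above background on every control array too, none is named by the paper, and no other list holds them.

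The tables argue against several explanations of the muscle signal. Diabetic replicates 2 and 3 shared a slide, as inferred from their scan time. The median over the list of each gene's difference between them was 8.05, which argues against the slide as the cause. Before normalization the median was already 6.00 above the controls in diabetic replicate 1. An effect of diabetes shared by the 3 rats would raise the list in replicate 3, where its median was -1.36. A mislabelled diabetic replicate 3 would behave like a control. Of the genes changed without it, 90.0% were changed the same way in it, whereas held-out controls shared the direction of the genes changed in 4 other arrays in 43.7% to 74.2%. Skeletal muscle tissue in the samples of diabetic replicates 1 and 2 is a candidate explanation. Of 18 measured genes of a second muscle list, 83.3% lay at least 1 above the highest control on the log2 scale in both arrays. Car3, Myom2 and Tpm2 did not. A variant of this list that differed in a few genes had been tested first and gave the same count, so most of these values had been seen when the list itself was tested. The presence of muscle at the dissection of these nerves was not examined, and a response of these rats' own nerve cells stays open as untested.

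Of the genes with the 10 largest increases, among called genes that were well above background on all arrays and whose groups did not overlap, Cfi, Pcsk1, Tuba8 and Ngfr are outside the genes the paper discusses, apart from Ckm of the muscle list and a probe without a gene name. Their log2 fold changes were 4.43, 3.86, 3.59 and 3.55. In diabetic replicate 3, where the median of the muscle list was -1.36, Cfi, Pcsk1, Tuba8 and Ngfr lay 3.26, 2.50, 1.64 and 2.56 above the control mean, a median of 2.53. Ckm of the muscle list lay above every control there too. The rule that chose these 4 genes required every diabetic array above every control, and all 4 were higher in diabetic replicates 1 and 2 than in 3, so muscle in the samples cannot be told apart from the effect of diabetes. With the slide as a block their median was 4.30, but limma's Benjamini-Hochberg adjusted p was 0.0505 for Pcsk1 and 0.0970 for Tuba8 (over all alternatives 0.00100 to 0.116 and 0.00153 to 0.171), so a part from the slide cannot be told apart from the effect of diabetes. Tuba8 also lost its call without control replicate 1 (limma, Benjamini-Hochberg adjusted p = 0.0849), control replicate 2 (0.0540), control replicate 3 (0.0804) or diabetic replicate 1 (0.05605), and was not called by the methods' t-test on the same values or on the authors' values. None of the 4 was called by the methods' t-test without equal variances. Diabetes, as the design's own difference, stays open.

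Gpr83 (NM_080411) was chosen after its values were seen, since it falls outside the rule for named genes. It was not well above background on the control arrays and read 10.15, 10.68 and 7.51 on the diabetic arrays, at least 103-fold higher (limma, Benjamini-Hochberg adjusted p = 0.00226). The cause was not tested.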

How the results depend on the processing

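The slide as a random block, the methods' t-test over every probe of the authors' values and the most changed probe of a gene were chosen after the results were seen.

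The number of genes called by limma after adjustment, 2546 (1277 higher, 1269 lower), and at the paper's thresholds, 1440 (679 higher, 761 lower), moved by more than 1.5 times under several settings. Normexp background correction gave 751 (443 higher, 308 lower) and 598 (344 higher, 254 lower), and 749 of the 751 were among the 2546. The share of higher genes at the paper's thresholds was then 57.5% in place of 47.2%. Scaling to the 75th percentile put the median log2 fold change of all genes at 0.12, and with no correction for that, 57.0% of the genes past the paper's thresholds were higher. A filter on all 6 arrays gave 774 lower genes after adjustment, which takes out genes that fell to the background, and 59.9% of its calls were higher in place of 50.2%. At the paper's thresholds the methods' t-test passed 606 genes (242 higher, 364 lower). Without the assumption of equal variances it called 617 (279 higher, 338 lower) after adjustment and 289 (120 higher, 169 lower) at the paper's thresholds. The slide as a block gave 894 (394 higher, 500 lower) and 500 (231 higher, 269 lower), and 788 genes were changed in the same direction with and without it; its comparison has a single diabetic array. Over every probe of the authors' values, the methods' t-test called 1676 probes (686 higher) after adjustment and 713 (249 higher, 464 lower) at the paper's thresholds. Apart from the fewer arrays compared, the cause was not tested.

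With each array left out in turn, 1518 to 2772 genes were called after adjustment (740 to 1455 higher, 778 to 1332 lower). At the paper's thresholds the range was 685 to 1577 (318 to 856 higher, 367 to 721 lower). The lowest counts came without control replicate 1, at 1518 and 685. Without control replicate 3, 874 genes passed the paper's thresholds, 354 of them higher. The remaining settings kept these counts within 1.5 times.

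The difference of correlations within and between groups stayed between 0.0232 and 0.0370 with single arrays left out. Without the filter it was lower, at 0.0184. Named paper genes in the stated direction numbered 44 or 45 of the 47 tested with arrays left out.

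Lists of marker genes called by camera numbered 10, and 6 to 11 with single arrays left out, the lowest without diabetic replicate 1. With the correlation estimated for each list, limma's camera called 0 lists, where 2 had an unadjusted p under 0.05 and fry called 12; 6 arrays give a rough estimate of such a correlation. The skeletal muscle list had a median log2 fold change of 2.27 without diabetic replicate 2 and 6.83 without diabetic replicate 3.

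Some genes near no change took the other sign. The log2 fold change of Notch1 was -0.082 in the authors' values, with limma and with the methods' t-test, -0.0082 with the slide as a random block, and -0.18 to 0.19 with arrays left out. The log2 fold change of Rara was -0.057 in the authors' values with both tests, -0.0064 with the slide as a block, -0.00026 with outlier spots kept, and -0.13 to 0.098 with arrays left out. The log2 fold change of Kdm2a was -0.13 to 0.0050 with arrays left out. None of these was called in these settings, and the cause was not tested.

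Gapdh, not called over all arrays, had a log2 fold change of 1.18 without diabetic replicate 3 (limma, Benjamini-Hochberg adjusted p = 0.00836, 0.155 over all arrays, and up to 0.349 over the alternatives). With the slide as a block, 14 of the named results lost their call, and with the methods' t-test without equal variances 28 did.

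Control and diabetic replicates with the same number had deviations correlated at 0.110, 0.0529 and 0.134, against -0.128 to 0.0614 for different numbers. The numbers were not taken as pairs, though a weak effect shared by replicates with the same number cannot be excluded. With the replicate block 2298 genes were called after adjustment and 961 at the paper's thresholds.

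The signal over background limits genes that fall silent or appear. On diabetic replicate 3, with 56.4% of probes well above background, the lowest signal that counted as such was 4.23 on the log2 scale, against 2.43 on control replicate 1.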

Differences from the paper's values

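The slide as a random block, the methods' t-test over every probe of the authors' values and the most changed probe of a gene were chosen after the values were seen, and all other settings before the data were examined.

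The paper reports 597 differentially expressed genes, 186 higher and 411 lower. Limma at the paper's thresholds gave 1440, 679 and 761. The total was within 1.5 times of the paper's with the methods' t-test (606), normexp background correction (598), the slide as a block (500), and without control replicate 1 (685) or control replicate 3 (874), and with no other setting made before the data were examined. The methods' t-test, which the methods name, was also within that range for the higher (242) and the lower genes (364). For the higher genes alone the slide as a block was too (231). The lower genes were so with a filter on all 6 arrays (578), the replicate block (508), and without control replicate 1 (367), control replicate 3 (520) or diabetic replicate 1 (588). The methods' t-test over every probe of the authors' values, chosen after seeing the values, gave 713, 249 and 464, also within the range.

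For Notch1 the paper gives a fold change of 12.491, and the brightest probe gave 1.00. With every probe tested on its own, a setting made before the data were examined, its dimmer probe gave 13.7, within 1.5 times of the paper's fold, as did the most changed probe of the gene, a setting chosen after seeing the values. The other settings did not come within that range, among them the mean of its probes, which called the gene at a fold of 3.70. For Eltd1, matched by its name and not by the paper's accession, the paper's fold is 11.019 and the value here 0.820, and no setting came close. For Mapk12 the paper's fold is 3.867 and the value here 0.485, and no setting came close; without diabetic replicate 2 the gene was called, as lower. Mmp9 was not tested because of the filter, and without the filter limma called it higher (Benjamini-Hochberg adjusted p = 0.00814).

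The fold of Adipoq in the paper's text, 4.348, equals the paper's fold of Agt. Here Adipoq was 3.35-fold lower and Agt 4.37-fold lower. The array bars of Fig. 4 show about 0.29 for Adipoq and about 0.23 for Agt, read by eye, where the ratios here were 0.298 and 0.229. The paper names Mapk12 as higher in diabetic rats and gives Eltd1 among the most increased genes, while their probes fell by 1.04 and 0.29 here. Neither fall was called (limma, Benjamini-Hochberg adjusted p = 0.0684 and 0.151). For Mapk12 the paper also reports a rise by qRT-PCR in other rats, which were not analysed here.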

Other observations

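Of the tests of explanations below, that of array brightness was set before its result was seen, and the others were chosen after.

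Among the 10 splits of the arrays into 3 and 3, 1 gave as many genes called after adjustment as the real one, which is the real split itself, and likewise 1 at the paper's thresholds. The other splits gave at most 0 and 4 genes. With so few splits chance cannot be excluded. The slide is not the whole cause, since 788 genes were called in the same direction with it as a block, though that comparison holds a single diabetic array. Of the genes with a mean level above the median, 11.2% were called, and of those below it 14.8%, so a part from the dimmer diabetic arrays cannot be told apart from the effect of diabetes.

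Of the marker lists, 22 had enough genes to test. Median log2 fold changes of the lists called lower by camera were -1.83 (10 genes, 10 lower) for fat cells, -1.27 (14 genes, 13 lower) for cholesterol synthesis (-1.14 with bounds in place of fold changes where a group was not well above background), -1.76 (7 genes, 7 lower) for lipid synthesis, -0.93 (13 genes, 12 lower) for myelinating Schwann cells, -0.85 (8 genes, 7 lower) for endothelial cells, -0.53 (8 genes, 8 lower) for mast cells and -0.36 (6 genes, 6 lower) for red blood cells. Called higher were proliferation, 1.62 (15 genes, 0 lower), lipid-laden macrophages, 0.73 (11 genes, 3 lower), and skeletal muscle, 3.81 (15 genes, 1 lower). The calls of mast cells and skeletal muscle did not hold under fry, the other 8 did, and none held with estimated correlations. The lists not called by camera were fibroblasts -0.53, pericytes or smooth muscle -0.29, macrophages 0.02, neutrophils 0.84, T cells 0.22, neurons -0.40, noradrenergic neurons 0.17, non-myelinating or repair Schwann cells 0.57, brown fat cells 0.58, genes induced by fatty acids -0.28, immediate early genes 0.33 and interferon response 0.04. Fry called fibroblasts, pericytes, neurons and noradrenergic neurons as lower, the last with a median above 0 and a mean of -0.35. The macrophage list had a mean of -0.09. B cells had 2 measured genes, too few to test. The paper itself named 6 of the proliferation genes, 3 of the fat cell genes, 2 each of the lipid-laden macrophage and noradrenergic lists and 1 of the myelinating Schwann cell list on these arrays. Jun stands in 2 lists. With Mmp12, Dbh and Pbk at their bound, the medians of the lipid-laden macrophage, noradrenergic and proliferation lists did not move.

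Cholesterol synthesis genes, which the paper mentions only for an earlier study of diabetic rats, were lower in each diabetic array. The most abundant were Hmgcs1 (-2.27), Fdft1 (0.44, the only gene of the list that was higher), Sc4mol (-1.40) and Idi1 (-1.65). The median of the list was -1.28 with the slide as a block and -1.18 under scaling to the 75th percentile, so neither slide nor scaling is the whole cause. Muscle RNA diluting the nerve's RNA would spare diabetic replicate 3, where the median against the control mean was -1.29. A lower share of Schwann cells in the samples cannot be told apart, since the myelinating Schwann cell list fell too, by 0.93. The endothelial list fell by 0.85 while the lipid-laden macrophage list rose by 0.73. Each of these lists may change on its own account, so they do not decide the question. A lower share of fat cells cannot be told apart, since the fat cell list fell too, by 1.83. Lower synthesis within the diabetic rats' nerve cells may also explain the fall and was not tested further.

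For the fat cell list itself, all 10 genes were lower, with medians of -1.82, -2.02 and -1.65 against the control mean in the 3 diabetic arrays, and its median was -1.82 with the slide as a block, which argues against the slide as its whole cause. Fewer fat cells in the diabetic samples and lower expression within them cannot be told apart, since both lower every gene of the list.

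The 10 largest decreases among called genes that were well above background on all arrays and whose groups did not overlap belonged to probes without a gene name in the table, such as A_64_P033034 (16.33 ± 0.30 in control and 10.05 ± 1.29 in diabetic rats, SD, n = 3) and A_64_P115964 (16.86 ± 0.14 and 11.29 ± 1.41). Normalization is not the cause, since their median difference was -5.83 before it, where that of all genes was -0.73. With the slide as a block the median was -4.46, but 5 of the 10 lost their call, so the slide cannot be told apart for them. The methods' t-test without equal variances called A_64_P027359 alone of the 10, and A_64_P045137 was called in 11 of 22 alternative settings. In 9 of the 10 the lowest control lay at least 2 above the highest diabetic array, as a litter variant could give. The paper states that all rats were Sprague-Dawley, came from the same department and were assigned to the groups at random. It does not state their litters, so a litter variant cannot be told apart. What the probes measure was not tested.

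Each of the 24 folds the paper states equals the fold of 1 probe in the authors' values within 0.001. For 21 that probe belongs to the same gene. The fold stated for Eltd1 is that of ENSRNOT00000051196 (a log2 fold change here of 3.57), the fold for Mapk12 that of ENSRNOT00000049415 (1.99), and the fold for Adipoq that of Agt. Of random folds between 3 and 12, 18.4% met a probe that closely. A candidate explanation for the array folds of Mapk12 and Eltd1 is that the paper's values come from these other probes. The table of names does not give the genes of these probes. The paper's qRT-PCR of Mapk12, on other rats, is outside this explanation.

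The predicted transcription factors of Table 5 changed little where they were tested. Log2 fold changes were -0.06 for Kdm2a, -0.18 for Pbx3, 0.01 for Rara, 0.22 for Arid5a, 0.56 for Esr2 and -0.75 for Plagl1, none of them called by limma. Plagl1 had a log2 fold change of -0.69 with the mean of its probes and of -0.78 with the slide as a random block (limma, Benjamini-Hochberg adjusted p = 0.0283 and 0.0441, up to 0.368 over the alternatives), both under 2-fold. Nf1, Smad3, Neurod1 and Gfi1b did not pass the filter. Gapdh, the reference gene of the qRT-PCR on other rats, had log2 values of 12.60, 12.97 and 11.55 on the diabetic arrays and between 11.50 and 11.76 on the control arrays.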
